A study of Mus musculus with 6 samples.

How the data were processed

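RNA was measured by poly(A) RNA sequencing in 6 libraries of primary CD31-positive cells from mouse liver. Per the labels' protocols, RNA was extracted with Trizol and a column kit, poly(A) RNA was enriched, and libraries were built with a Kapa HyperPrep kit. The aligner, the read counter, the genome build, the annotation and the test behind the authors' own comparison are not stated in the labels or the file header. A single deposited table held 13595 genes with 1 column per library and 3 columns of the authors' comparison. Columns were assigned to samples by title, and 0 columns of per-sample values were left without a sample.

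The deposited signal values are normalized read counts. In each of the 6 columns, 100% of the values were whole multiples of the smallest value above 0 in that column. The authors thus divided whole read counts by 1 factor per library. Dividing by the smallest value above 0 gave back the reads, which summed to between 22303270 and 31189363 per library. The columns summed to different totals, from 1051201 to 1153367, and were therefore not plain CPM. The file name describes the genes as detectable, and the rule behind that filter is not stated. The deposited score column is the authors' signed linear fold change of female against male, per the file header. The deposited p-value columns are the authors' p and false discovery rate, per the file header.

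Sex was taken from the labels, which gave 3 libraries labelled male and 3 labelled female, each with replicate numbers 4, 5 and 6. The fit fixed before the data were examined was edgeR on counts or, if only normalized values were present, limma. As the table holds normalized values, limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend) was applied to log2(value + 1) over genes with a value of at least 1 in at least 3 libraries. This left 12568 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of weakly expressed genes. Where every library of a group held 3 reads or fewer, a fold was computed against 3 reads and is a lower bound. Floors of this kind cover counting error only.

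Lists of genes were also fixed before the data were examined. They were aryl hydrocarbon receptor targets, hypoxia genes, genes that escape X inactivation, markers of endothelial cells, liver sinusoidal endothelial cells, macrophages, hepatocytes, stellate and mural cells, lymphocytes and cholangiocytes, and genes of proliferation, the interferon response, angiogenesis and NF-kB inflammation. Each list was tested two-sided with camera at a preset inter-gene correlation of 0.01, and the p-values of the 13 lists tested were adjusted together. A list needed at least 3 tested genes, a minimum chosen after the data were seen, and the lymphocyte list was left out with 1 tested gene. The angiogenesis list shares 3 genes with the endothelial list, 2 with the hypoxia list and 1 with the sinusoidal list. The rule for named genes was to give Xist, 4 Y-linked genes and the AHR targets whatever their values. To these it added the 5 largest increases and 5 largest decreases among called genes with a mean of at least 1 and groups that did not overlap, outside the sex and X-escape lists. Genes of other lists could be named if they passed the threshold adjusted over the list alone.

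Chromosomes were taken by gene symbol from GENCODE M21 (GRCm38). Of the 13595 symbols, 12960 (95.3%) were found. Because the authors' build is not stated, no coordinates are given. Sequence shared between genes was measured as the percent of a gene's 50-mers that also occur in another gene's transcripts. GC content and length came from the longest coding transcript of each gene. The 635 genes with no match by symbol have neither, so a correction for them could not act on these genes.

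The scripts were tested on simulated reads with 200 genes changed by a factor with a log2 size of 1 and a list of 30 further genes shifted by 0.6 on the log2 scale. In the first draw limma tested 12439 genes and recovered 199 of the 200. Of its 249 calls, 25 were genes of the shifted list and 25 (10.0%) were false, above the nominal rate. On the same draw the false share was 10.8% for edgeR over 13141 genes, 19.9% for DESeq2 over 13199 genes and 6.67% for voom over 13141 genes. Over 20 further draws of 12432 to 12458 tested genes, the false share of limma averaged 6.50% and ranged from 4.62% to 10.1%. The shifted list was recovered by camera and 0 of 20 random lists passed. The simulated genes were drawn independently, so this does not test camera on lists of correlated genes. Far fewer genes were changed than were called in the data, so the false shares may not carry over. In a simulation of 12462 genes, a made GC trend gave 3912 calls and its removal left 0.

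The alternatives planned beforehand were median-ratio (RLE) size factors, no filter, at least 10 reads in every library, a pseudocount of 0.1, quantile normalization, the replicate number as a block, DESeq2 1.42.0, voom, each library left out in turn, a fold-change threshold, fry, and camera with the correlation estimated. Chosen after seeing the data were edgeR 4.0.16 on the recovered reads, the same with RLE factors, a correction for GC content and length with natural splines of 5 degrees of freedom, and thinning of the reads to equal depth. A comparison of X-linked with autosomal genes was also added after seeing the data. Figures were drawn with matplotlib 3.10.9. Libraries of the DMSO control named in the series were not analysed here.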

Results

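Gene expression was measured in CD31-positive cells, an endothelial surface marker selection, isolated from the livers of 4-week-old C57BL6/J mice and grown in culture. All 6 libraries came from cells given 100 µM indoxyl sulfate and kept in hypoxia and nutrient deprivation for 6 hours. Indoxyl sulfate is a metabolite of tryptophan that activates the aryl hydrocarbon receptor (AHR), a ligand-activated transcription factor. The series asks how the response to AHR activation in hypoxia differs between the sexes. The 3 libraries labelled male and 3 labelled female give 1 contrast, that of sex under treatment. The effect of indoxyl sulfate or of hypoxia itself was not analysed here, because each of the 6 libraries received both.

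The libraries labelled male held 27811890, 28530368 and 31189363 reads over the genes of the table, and those labelled female held 25329421, 23985846 and 22303270. The 10 most abundant genes took between 5.67% and 6.79% of the reads of a library. At this depth, 3 reads correspond to a normalized read count between 0.106 and 0.142. The labels name no batch, so a batch that followed sex cannot be told apart from it.

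Replicates of a group differed by more than sampling noise. Over genes with at least 20 reads in a pair of libraries, the chi-square statistic per gene, which is near 1 for sampling alone, was 4.35, 5.55 and 9.59 for the 3 pairs labelled female. It was 5.98 between male 5 and male 6, but 43.6 and 45.4 between male 4 and the others of its group. Pairs across groups gave values from 304 to 412. The first principal component held 92.7% of the variance and separated the libraries labelled male from those labelled female. The biological coefficient of variation was 0.133 among the libraries labelled male, 0.0541 for male 5 and male 6 alone, and 0.0645 among the libraries labelled female. The labels do not state whether replicates 4, 5 and 6 are mice, isolations or wells. Nor do they state whether male and female cultures were processed together. If the replicates are wells, this variation and each SD and p-value here describe spread between wells rather than between mice.

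The sex labels were checked first. Xist, the X-linked RNA of X inactivation, had a normalized read count of 286 ± 46.7 (SD, n = 3) in the libraries labelled female and 0.323 ± 0.176 (SD, n = 3) in those labelled male. Its log2 fold change was 7.76 (SE 0.15, limma adjusted p 8.76e-09), with the groups apart in all 6 libraries. The Y-linked genes did not follow the labels. Ddx3y was read at 52.1 ± 4.93 (SD, n = 3) in the libraries labelled female, which was 91.5% of its level of 57.0 ± 16.8 (SD, n = 3) in those labelled male. This difference was within the replicate spread (log2 fold change -0.09, SE 0.18, limma adjusted p 0.657). Uty stood at 89.6% of its male level and did not differ either (24.1 ± 3.12 against 26.9 ± 4.41, SD, n = 3, limma adjusted p 0.342). Eif2s3y was at 51.3% of its male level (29.8 ± 0.411 against 58.1 ± 2.97, SD, n = 3), a log2 fold change of -0.94 (SE 0.07, limma adjusted p 5.76e-06). Kdm5d was at 54.8% (19.1 ± 1.61 against 34.8 ± 3.61, SD, n = 3), a log2 fold change of -0.83 (SE 0.10, limma adjusted p 0.000129). Transcripts of 4 Y-linked genes were thus present in every library labelled female, which goes against the label, and each direction given here rests on these labels. The alternative that moved the Y-linked genes most was the correction for GC content and length, under which Ddx3y (-0.56) and Uty (-0.65) were also called lower. Without male replicate 5, the log2 fold change of Ddx3y was 0.13 and remained uncalled.

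**Figure D1:**
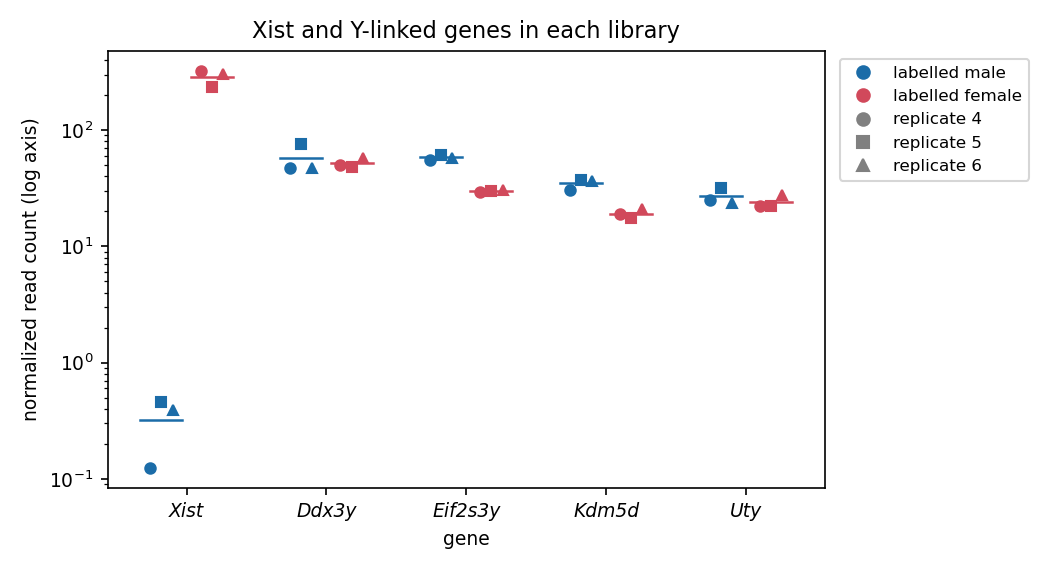
Normalized read count (log axis) of Xist and 4 Y-linked genes in each of the 6 libraries, with a line at each group mean and a symbol for the replicate number. Xist separates the groups, while Ddx3y and Uty overlap between them and Eif2s3y and Kdm5d in the libraries labelled female sit at 51.3% and 54.8% of the male mean.

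The contrast of sex covered most genes. Of 12568 genes tested, 8704 (69.3%) had a limma adjusted p under 0.05. Of these, 4353 were higher and 4351 lower in the libraries labelled female, and the median log2 fold change of all tested genes was 0.01. The groups did not overlap for 9310 tested genes (74.1%), where chance gives 10%. The alternative that moved the count most was the added requirement of an absolute log2 fold change of at least 1, which left 2589 genes, 1070 higher and 1519 lower. The count test on recovered reads, edgeR's quasi-likelihood test, called 8984 genes, of which 8566 were among the 8704 and all 8566 had the same direction.

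Under the naming rule, which ranks on the log2(value + 1) scale, the largest increases in the libraries labelled female were those of Myh11, Cobl, Igsf11, Nrk and Fgf7. Myh11 (chromosome 16) rose from 1.65 ± 0.206 to 124 ± 22.0 (SD, n = 3), a log2 fold change of 5.54 (SE 0.13, limma adjusted p 2.60e-08). Cobl (chromosome 11) rose from 2.40 ± 0.00210 to 150 ± 11.2, with a log2 fold change of 5.47 (SE 0.08, limma adjusted p 4.74e-09). The log2 fold changes of Igsf11 (chromosome 16), Nrk (chromosome X) and Fgf7 (chromosome 2) were 4.94, 4.87 and 4.80. The largest decreases were those of Tgfbi, Ly6c1, Lyve1, 8430408G22Rik and Hdc. Tgfbi (chromosome 13) was at 335 ± 50.3 in the libraries labelled male and 1.96 ± 0.264 in those labelled female (SD, n = 3), a log2 fold change of -6.82 (SE 0.12, limma adjusted p 7.94e-09). Lyve1 (chromosome 7) was at 498 ± 24.8 and 4.98 ± 0.566, a log2 fold change of -6.39 (SE 0.09, limma adjusted p 2.41e-09). Ly6c1 (chromosome 15), 8430408G22Rik and Hdc (chromosome 2) had log2 fold changes of -6.42, -6.12 and -5.90. Ly6c1 shares 32.8% of its 50-mers with other genes and its value is uncertain to that extent, and 8430408G22Rik has no match by symbol in the annotation.

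**Figure D2:**
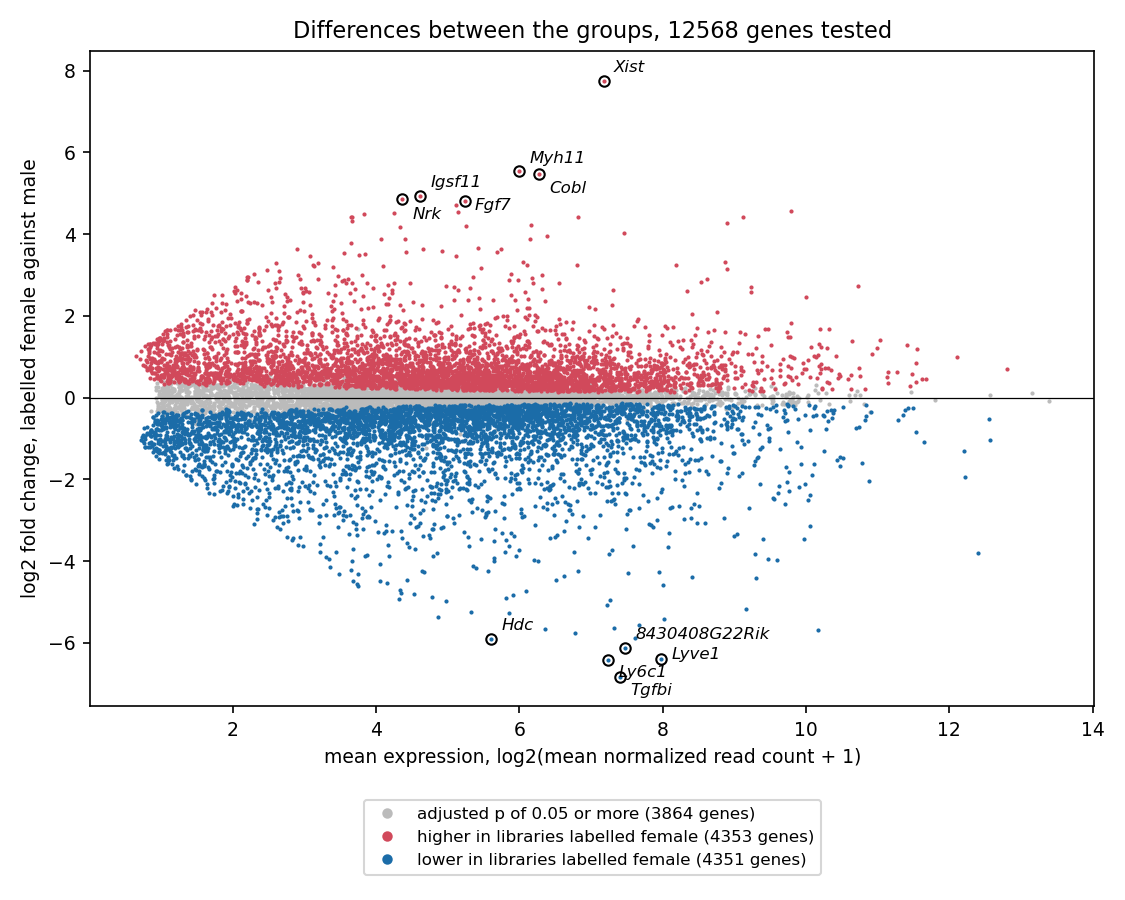
Log2 fold change of the libraries labelled female against those labelled male (y axis) by mean expression, log2(mean normalized read count + 1) (x axis), for 12568 genes. Colours mark 4353 genes called higher and 4351 called lower at an adjusted p under 0.05, and circles mark Xist and the 10 genes named by size of change.

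The AHR target list addresses whether known targets of the receptor differ by sex under its ligand. Of its 20 genes, 17 were listed in the table and 16 tested. As a list it did not shift (camera adjusted p 0.994, median log2 fold change -0.16, and -0.16 with the gene at the floor set to its bound). Its members moved apart, with 7 called higher and 8 called lower in the libraries labelled female, and the same counts when adjusted over the list alone. Cyp1a1 (chromosome 9) held 1, 2 and 1 reads in the libraries labelled male, against a normalized read count of 7.16 ± 0.932 (SD, n = 3) in those labelled female. It was at least 62.3-fold higher there (limma adjusted p 2.94e-07). Tiparp (chromosome 3) was lower, at 76.3 ± 2.23 against 689 ± 257 (SD, n = 3), a log2 fold change of -3.08 (SE 0.26, limma adjusted p 1.40e-05), and its male spread came from male 4 at 394 against 809 and 864. Cyp1b1 (chromosome 17) was read at 922 ± 58.7 against 1276 ± 233 (SD, n = 3), with a log2 fold change of -0.45 (SE 0.12, limma adjusted p 0.00971). Nqo1 (chromosome 8) was higher, from 248 to 255 in the libraries labelled female against 104 to 132 in those labelled male, a log2 fold change of 1.11 (SE 0.09, limma adjusted p 8.81e-06). Under fry the list passed as higher (adjusted p 0.0133), and under RLE size factors its direction was also higher without a call (0.985).

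Other targets called higher were Ahrr (0.77), Lpcat2 (1.37), Slc7a5 (0.79), Ereg (1.37) and Gsta1 (3.19), given as log2 fold changes. Gsta1 shares 90.5% of its 50-mers with other genes, so its value is uncertain. Other members of the list called lower were Aldh3a1 (-2.06), Arnt (-0.57) and Ahr (-0.27), which encodes the receptor itself. The 3 Ugt1a genes were also lower, Ugt1a6a (-1.61), Ugt1a6b (-1.81) and Ugt1a7c (-2.16). The Ugt1a genes share between 52.1% and 79.8% of their 50-mers with other genes and are uncertain as separate genes. The 7 genes called higher and 8 called lower are thus members of the list rather than separate targets. Serpinb2 did not differ (-0.06, limma adjusted p 0.706), and its sign changed under quantile normalization (0.01). Aldh1a3 was below the filter at 0.461 ± 0.122 against 1.45 ± 0.463 (SD, n = 3) and was not tested, and Cyp1a2, Fabp12 and Tdo2 were not analysed here.

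**Figure D3:**
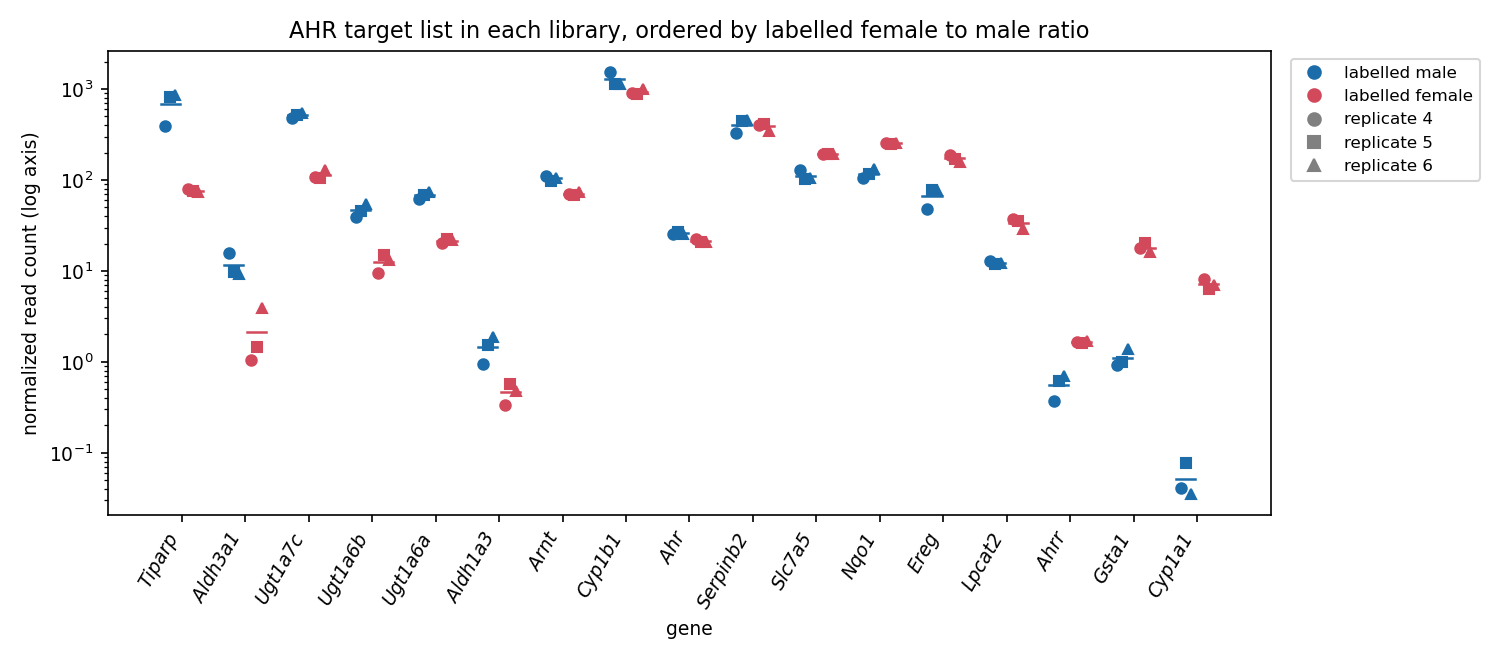
Normalized read count (log axis) of 17 genes of the AHR target list in each of the 6 libraries, ordered from the lowest to the highest ratio of libraries labelled female to those labelled male, with a line at each group mean. Tiparp stands at the low end with a log2 fold change of -3.08, and Cyp1a1 at the high end with 1 or 2 reads in each library labelled male.

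The hypoxia list asks whether genes induced by low oxygen differ by sex when all cultures were kept in hypoxia. Of its 40 genes, all 40 were tested, with 34 called lower and 2 called higher in the libraries labelled female. Adjusted over the list alone, 35 were lower and 2 higher. The median log2 fold change was -1.14, and camera gave an adjusted p of 9.06e-09. Among genes past the threshold adjusted over the list alone, Vegfa was at 291 ± 11.3 against 1447 ± 298 (SD, n = 3), a log2 fold change of -2.29 (SE 0.14, limma adjusted p 2.30e-06). Slc2a1 was at 343 ± 4.07 against 1782 ± 116 (SD, n = 3), a log2 fold change of -2.37. Ddit4 fell to 6.74% of its male level (log2 fold change -3.83) and Car9, more weakly expressed, to 5.82% (-3.16), and Pfkfb4 (1.31) and Lox (1.22) were the 2 genes called higher. The alternative that moved the list most was camera with the correlation estimated from the data, under which its adjusted p was 0.339.

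Of the 13 lists tested together, 5 passed the threshold with camera, all of them lower in the libraries labelled female. Besides hypoxia, these were the endothelial markers (17 of 20 tested genes called lower and 2 higher, median log2 fold change -1.88, adjusted p 4.87e-06), the interferon response (19 of 24 lower and 0 higher, median -1.31, adjusted p 5.43e-05), NF-kB inflammation (15 of 20 lower and 3 higher, median -1.02, adjusted p 0.00235) and angiogenesis (16 of 24 lower and 5 higher, median -0.89, adjusted p 0.0122). Adjusted over the list alone, the lower and higher counts were 17 and 2, 21 and 0, 15 and 3, and 16 and 5, in the same order. All 5 also passed under fry, whereas none passed with the correlation estimated, where their adjusted p ranged from 0.115 to 0.640. Among endothelial markers, Pecam1, which encodes CD31, was at 73.9 ± 0.540 against 407 ± 16.2 (SD, n = 3), a log2 fold change of -2.44 (SE 0.06, limma adjusted p 2.04e-08). Cdh5 was lower by a log2 fold change of -1.25, and Ptprb was higher (3.47).

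No shift passed the threshold with camera for stellate and mural markers (median log2 fold change -1.11, also with the gene at the floor set to its bound, adjusted p 0.129), cholangiocyte markers (-1.07, 0.186), proliferation genes (-0.17, 0.192), X-escape genes (0.21, 0.573), sinusoidal markers (-0.29, 0.841), hepatocyte markers (0.38, 0.841) or macrophage markers (-0.18, 0.865). Counts of genes called higher and lower, which were the same adjusted over the list alone, were 5 and 11 of 18 tested stellate and mural markers, 2 and 5 of 8 cholangiocyte markers and 6 and 14 of 28 proliferation genes. They were 5 and 2 of 10 X-escape genes, 3 and 5 of 10 sinusoidal markers, 2 and 2 of 4 hepatocyte markers and 3 and 3 of 6 macrophage markers. Under fry, 6 of these 7 lists, macrophage markers excepted, and the AHR list passed the threshold. Of the 18 lymphocyte markers, 1 was tested and called lower (-2.92). The hepatocyte, macrophage and sinusoidal lists held 25, 22 and 18 genes, so their results rest on the part that passed the filter. Alb (0.0435 in the libraries labelled female against 0.584), Ptprc (0.232 against 0) and Stab2 (0.258 against 0.0658) were among the markers too weakly read to be tested. The results thus do not address these cell types as a whole.

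**Figure D4:**
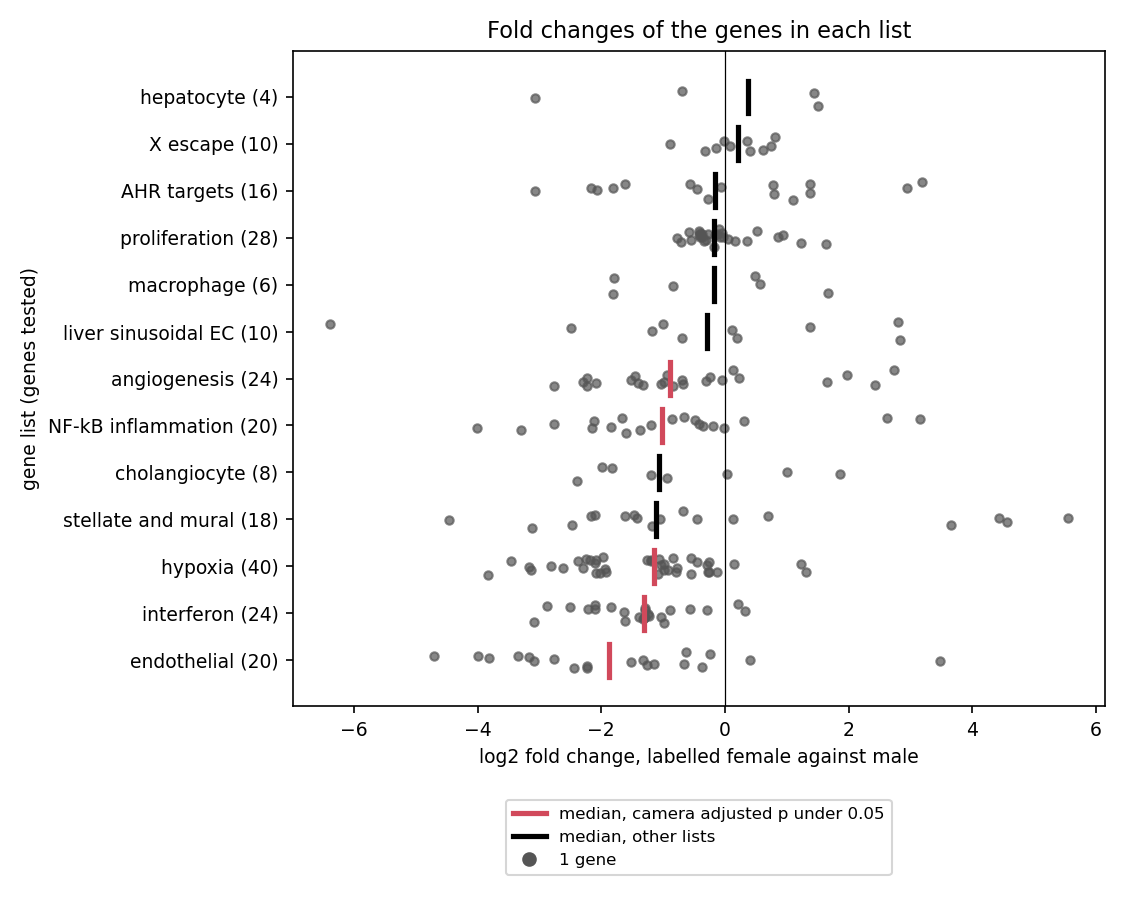
Log2 fold change of the libraries labelled female against those labelled male (x axis) for each tested gene of 13 lists (y axis, with the number of genes tested), with a bar at each median. Red bars mark the 5 lists with a camera adjusted p under 0.05, all with medians below 0, and none of these passed with the correlation estimated.

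In the authors' deposited table, 3507 genes had a false discovery rate under 0.05, 1625 higher and 1882 lower in the libraries labelled female. Of the 3507 in the authors' deposited table, 3324 were among the limma calls, all 3324 with the same direction, and 183 were not tested here. The remaining 5380 limma calls were not called in the authors' deposited table. The authors' deposited table gives Eif2s3y a fold change of -1.95 with a p of 0.457, and Kdm5d a fold change of -1.83 with a p of 0.487. Among the genes of the AHR list called here, it does not call Cyp1b1, Ahrr, Ahr or Ereg. Their false discovery rates there are 0.259, 0.327, 0.703 and 0.0537. The other genes of the AHR list called here are under 0.05 there too.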

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

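The GC content and length correction, thinning to equal depth and the edgeR tests on recovered reads were chosen after seeing the data. The other alternatives were planned. The count of 8704 genes stayed within 1.5 times under 12 alternatives that used all 6 libraries, from 8236 genes with at least 10 reads in every library to 9097 with no filter. The exception, fixed beforehand, also required an absolute log2 fold change of at least 1, which by its construction left 2589 genes, 1070 higher and 1519 lower. RLE size factors gave 8660 genes, a pseudocount of 0.1 gave 8673, quantile normalization 8908, DESeq2 8874, voom 8996, and edgeR 8984 with TMM and 8983 with RLE factors. Between 89.5% and 99.6% of the 8704 genes were also called under each of these 12 alternatives, and the lowest share belonged to the GC content and length correction. Under that correction 7775 of the 7786 shared calls kept their direction, whereas all shared calls did so under the others. That correction can also remove differences of biological origin that follow GC content. The share of calls that were higher in the libraries labelled female ran from 49.2% to 55.4% under them, the highest under quantile normalization. The 6 fits that each left out one library gave from 7373 to 9113 genes, the highest without male replicate 4.

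The replicate numbers did not pair the libraries. Across genes, the deviations of same-numbered libraries from their group means had correlations of -0.09, -0.03 and -0.17 for replicates 4, 5 and 6. With the replicate block, 8314 genes were called, of which 8241 were among the 8704, and no list or named gene changed its side of the threshold or its direction.

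Under the GC content and length correction, Ddx3y (-0.56) and Uty (-0.65) passed the threshold as lower in the libraries labelled female. The cause was not tested. Across the 6 fits that each left out one library, the log2 fold change of Ddx3y ran from -0.21 to 0.13 and was above 0 only without male replicate 5. Xist, Eif2s3y and Kdm5d kept their direction and call in every alternative run. Of 448 values recomputed for the named genes other than Xist and the 4 Y-linked genes, 442 kept direction and call. The remaining 6 (4 reversed, 2 stronger) were all of Serpinb2, which was not called in the first place. The value of 8430408G22Rik under the GC content and length correction (-6.12) counts among the 442. It could not change, as the gene has no match in the annotation. The log2 fold change of Serpinb2 was 0.0066 under quantile normalization and ran from -0.20 to 0.025 across the fits that each left out one library. It was called lower without male replicate 4 (-0.20) and under the GC content and length correction (-0.32). The order of the genes named by size of change depended on the pseudocount. With 0.1, Nrk (6.47) and Igsf11 (6.22) stood above Myh11 (6.14) and Cobl (5.90), and Hdc (-7.19) came next to Tgfbi (-7.35). Under edgeR with TMM factors Nrk (6.69) was also the highest of the 5. Genes that fell under the filter in a fit have no value there.

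Lists depended on the test. With the correlation between genes estimated, none of the 5 lists passed: the adjusted p was 0.115 for endothelial markers, 0.339 for the hypoxia, angiogenesis and NF-kB lists and 0.640 for the interferon list. In this setting the alternative's own construction widens the error by the estimated correlation of the list. Fry asks whether the genes of a list shift in 1 direction on average, without comparing them with other genes. Beyond the 5 lists, fry called X-escape genes (0.0102) higher. Fry called sinusoidal (0.0139), hepatocyte (0.0133), stellate and mural (0.000978), cholangiocyte (0.000158) and proliferation genes (0.0202) lower. It also called the AHR list, with the direction reversed to higher (0.0133), as it did without a call under RLE size factors (0.985). The adjusted p of the AHR list lay above the threshold in all its other alternatives. The macrophage list changed to higher with no filter (0.877), and across the fits that left out one library its adjusted p ran from 0.400 to 0.892, with the direction reversed without male replicate 4, 5 or 6. The camera direction of the hepatocyte list was lower in the main fit, although its median log2 fold change was 0.38. It was reversed to higher in the same 3 fits, where 3 of its genes were tested. The adjusted p of this list ran from 0.760 to 0.981 across the 6 fits. Neither list passed in those fits. With a male library left out, the filter of at least 1 in 3 libraries drops genes read almost only in the male libraries. These include the lowest gene of each list, Ahsg (-3.08) for hepatocytes and Mpeg1 (-1.80) for macrophages, with female means of 0.0147 and 0.523. Whether their loss alone reversed the direction was not tested. The 5 lists kept their call and direction under RLE size factors, no filter, a pseudocount of 0.1, the replicate block, the GC content and length correction, thinning and each library left out. List tests were not run for quantile normalization, the stricter filter, DESeq2, voom or edgeR.

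A comparison that was not planned asked whether called X-linked genes were more often higher in the libraries labelled female than called autosomal genes. The odds ratio was 1.27 (Fisher's exact test, two-sided, p 0.0495), with genes taken as independent, which they are not. It was reversed to 0.955 under the GC content and length correction and lost its call in 7 other alternatives, so no difference is claimed.

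The depth limits Cyp1a1, whose fold is a lower bound because the libraries labelled male held 1 or 2 reads.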

Other observations

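Each pattern here was noticed in these data first, and the tests were chosen after the result was seen, apart from the trends with A content and the share of shared sequence among genes that jump between replicates.

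The number of called genes was compared with that of other splits. Of the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave as many as 8704 genes. The other splits gave 0 at the adjusted threshold. Each of them mixes libraries of both real groups on each side, so the real difference widens their error. Their 0 calls therefore do not measure how many genes pass by chance. With 10 splits a share under 0.05 cannot be reached. A difference in depth between the groups was argued against, as 8622 genes were called after thinning all libraries to equal depth. GC content and length as the whole cause were also argued against, with 8795 genes called after their removal. This count can include some of the 635 genes without a match in the annotation, which the correction could not act on. Sex stays open and untested as an explanation, and so do differences between the cultures or isolations that followed sex, since the design has 1 contrast. In the libraries labelled female, the Y-linked genes stood at 51.3% or more of their male level, while 73 abundant genes lay below 5%. If male cells carried these Y-linked transcripts at the level of the male cultures, sex chromosomes alone would not account for the loss of those 73 genes.

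Lists were held against the same 10 splits. As small a p for the hypoxia list was found in 1 of 10 splits, the real one, and as many as 5 lists past the threshold in 1 of 10. The other splits gave from 2 to 4 lists. Each of them keeps part of the difference between the real groups, so these lists do not measure how often camera passes by chance. For the AHR list, 10 of 10 splits gave as small a p.

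Y-linked transcripts were found in each library labelled female. Several explanations were argued against by the tables. The Y-linked genes were read at 7.22% or more of the level of their X-linked homologues, so misplaced reads would need at least that share of the X copy in common, and the largest share of 50-mers found was 0.140%. RNA or reads from the male libraries, at the 51.3% or more that the Y genes would need, would hold every abundant male gene above 25% of its male level. Instead 477 of 8868 genes with a male mean of at least 10 lay below that, 73 of them below 5%. Exchanged sex labels were argued against by Xist, as 0 libraries labelled female had Xist at or under the highest male value. GC content as the whole cause of the lower Kdm5d and Eif2s3y was argued against, as they stayed lower after its removal (-1.05 and -1.20). Cells of both sexes in the cultures labelled female remain a candidate explanation, in which the male cells would be in another state than those of the male cultures. The 4 genes sat at shares 40.2 percentage points apart, more than 1 mixing share would give, but 76.1% of 10000 random sets of 4 genes of similar level spread as far, so the spread cannot be told apart from a change of state. The same holds for GC content as the cause of the unequal shares, since the 4 genes spread over 0.63 on the log2 scale after its removal, as did 86.8% of the random sets.

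Endothelial markers were lower in the libraries labelled female. A lower share of endothelial cells would raise the markers of every other cell type alike, but 11 of the stellate and mural markers were called lower and 5 higher. Acta2 (4.57), Tagln (4.43) and Cnn1 (3.66) rose on the log2 scale, while Pdgfrb (-3.13), Col3a1 (-2.47) and Col6a3 (-4.47) fell. A change in the state of the cells, with loss of endothelial and gain of contractile transcripts, may account for both. Neither it nor a changed mixture of cells was tested, and sex remains open too.

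Among proliferation genes, Mki67, Cenpf and Cenpe were higher in the libraries labelled female by 1.23, 0.86 and 1.64 on the log2 scale, while 14 of the list were called lower. Bub1 (0.36), Rrm2 (0.94) and Tyms (0.52) were also called higher, and their A content is not given here. The first 3 genes differed between male 5 and male 6, with Mki67 at 415 and 187. Top2a did not differ so, at 438 and 444 in these libraries. The coding sequences of Cenpf, Mki67 and Cenpe are rich in A, at percentiles 98.3, 98.2 and 99.4. Across 1421 genes with a coding sequence of at least 3 kb, the difference between male 5 and male 6 rose with the share of A (Spearman rho 0.436). So did the difference of female 6 from female 4 (rho 0.414) and that between the groups (rho 0.273). Across the 8363 genes with a shorter coding sequence, the trends between male 5 and male 6 and between the groups were weaker (rho 0.176 and 0.174). Genes are not independent replicates, so no p is given. In the 10% of the longer genes richest in A, the median difference was 0.21 between male 5 and male 6, where the 3 genes differed by 1.12 to 1.21, and 0.59 between the groups. A median does not bound single genes, and the 3 were noticed because they moved, so these values do not size the part of the trend. After removal of GC content and length, Cenpf, Mki67 and Cenpe were still higher by 0.51, 0.97 and 1.41. A trend with A-rich coding sequence (rho 0.273) may therefore add to the difference in these 3 genes. How large its part is stays open, and whether the trend is technical or biological was not tested. No biological explanation was tested.

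Some genes jumped between replicates. Among 9890 genes with a mean of at least 5, 34 differed by over 3-fold within a group. Of these, 10 (29.4%) had at least 50% of their 50-mers in another gene, against 1.92% of other genes, in line with reads shared between near-identical copies for that part. The clearest case, chosen after its values were seen, was Tmem254b, which read 0.954, 25.0 and 27.5 in male 4, 5 and 6, while Tmem254c read 25.3, 0.458 and 0.742. Their sum was 28.5 ± 2.35 over the 6 libraries. Gbp6 and Tgtp2, also among the 10, jumped otherwise. In female 4, 5 and 6 Gbp6 read 1.29, 1.99 and 5.51, and Tgtp2 read 6.18, 9.77 and 21.3. Both were highest in female 6, as was the interferon list described below, so shared reads are not shown to be their cause. The explanation is argued against for 17 of the 34 genes, which had under 5% of their 50-mers in another gene. Dusp6 was among these, at 77.1 in male 4 against 19.6 and 15.3 in male 5 and 6, as was Gadd45b, at 32.2 against 97.2 and 98.7. No explanation of their differences was tested.

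Fewer genes were called in the authors' deposited table than here. Under a normal approximation, its p-values imply a median coefficient of variation of 0.305 over 3706 genes with at least 1000 reads and a fold change over 1.5, where these libraries spread by 0.0861. The deposited factors were 0.922 times (SD 0.00733) the TMM factors of these 6 libraries alone. Both are consistent with a variance and factors estimated over more libraries than these 6. A single preset variance is argued against by the spread of the implied values, which ran from 0.224 to 0.571 between the 10th and 90th percentile of genes. The implied variation of Xist and the 4 Y-linked genes lay at or above percentile 99.2. Their own coefficients of variation in these libraries were 0.426 for Xist, 0.204 for Ddx3y, 0.137 for Uty, 0.0867 for Kdm5d and 0.0178 for Eif2s3y. As a ratio to these, the implied variation stood at percentiles from 35.6 (Xist) to 92.5 (Eif2s3y), within that of other genes. Whether a group among further libraries mixed cells or labels of both sexes is therefore not decided. Libraries beyond these 6 were not analysed here, the authors' test is not stated, and these readings rest on values seen beforehand.

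The interferon list stood higher in female 6 than in female 4 and 5, in 24 of 24 tested genes, by a median of 0.85 on the log2 scale. The highest median of 10000 random lists matched on mean expression was 0.16. Irf7 read 24.9, 26.7 and 49.4 in female 4, 5 and 6, against 234 to 249 in the libraries labelled male, and Rsad2 read 8.09, 7.65 and 35.2, against 27.5 to 41.2. This describes 1 library, and no explanation was tested.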
